A study of Mus musculus with 4 samples. Its data were reported in "SATB1 preserves CD4+ T-cell fidelity and establishes Treg function in antitumor immunity" (2026).

How the data were processed

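RNA was sequenced from splenic CD4+ T cells of C57BL/6 mice, 2 labelled wild type (WT) and 2 labelled *Satb1* conditional knockout (cKO), in a single library per mouse. A conditional knockout removes a gene only in the cells that express Cre recombinase. Each library was assigned to its genotype and replicate number from its label alone. The labels do not state the sex of the mice.

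The authors aligned the reads to the mouse genome build mm10 with HISAT2, counted reads per gene with HTSeq, and deposited the raw count of reads for each gene symbol, with no scaling for depth. The gene annotation and the strand setting used for counting are not stated by the authors. Each deposited table held 55367 gene symbols, followed by the HTSeq summary lines, which were kept out of all comparisons of genes. Reads that fell on more than 1 gene or aligned to more than 1 place were left out of the gene counts by the counting program, so genes with near-identical copies are undercounted.

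Gene positions, exonic length, GC content and overlap with genes on the opposite strand were taken from GENCODE M21, which is on GRCm38, the assembly also called mm10. Of the gene symbols, 53292 were found there. A further 1099 were placed with RefSeq GRCm38.p6, and 976 had no match.

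Analysis was carried out in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes were kept by the edgeR function filterByExpr, which left 12403 genes. Libraries were scaled by the trimmed mean of M values (TMM), with factors of 1.00, 0.997, 0.981 and 1.02 for WT 1, WT 2, cKO 1 and cKO 2. Differences were tested with the edgeR quasi-likelihood F test on genotype label with no covariate, as a two-sided test, with Benjamini-Hochberg adjustment over all tested genes. A gene was called at an adjusted p under 0.05. Expression is given as CPM, the count of a gene scaled to a library of 1e+06 counts, on TMM-scaled library sizes. The SE of a log2 fold change is its absolute value divided by the square root of the F statistic, and intervals at a level of 0.95 use the t distribution on the moderated degrees of freedom. Intervals cover the counting error and the spread between these libraries, and reads without molecular identifiers are not independent molecules.

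A library at or under 3 counts was treated as at the floor, which is 0.458, 0.667, 0.558 and 0.648 CPM, before TMM scaling, in WT 1, WT 2, cKO 1 and cKO 2. Where both libraries of a genotype were at the floor, the fold was computed against the floor and given as a lower bound.

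Gene lists were tested with limma camera on voom log2 CPM with an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 8 lists tested. The median log2 fold change of each list was also placed among 10000 random lists of the same size matched on mean expression. The Treg list held 21 genes that the study displays as high in regulatory T (Treg) cells, without *Foxp3*, and the non-Treg list held 6 genes displayed as low in Treg cells or named as repressed by FoxP3. The other lists held marker genes of B cells, myeloid cells, naive T cells and activated or memory T cells, heat shock genes and immediate early genes.

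The genes named were set by rule: *Satb1*, *Foxp3* and *Pdcd1*; *Il2ra*, *Ctla4*, *Cd83*, *Nrp1*, *Ikzf4* and *Id3*; *Lef1* and *Pde3b*. To these were added the 6 largest rises and the 6 largest falls among called genes. Those had to have an average log2 CPM of at least 0 and both cKO libraries on the same side of both WT libraries.

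The procedure was tested on simulated counts drawn with the means and library sizes of the real libraries. With no gene changed, 5 of 12365 tested genes were called. Of genes changed 1.5-fold, 10.2% of the 197 tested were recovered. Of genes changed 2-fold, 74.9% of the 199 tested were recovered, and 28 of the 177 calls were false. Of genes changed 4-fold, 92.9% of the 198 tested were recovered, and 8 of the 192 calls were false. Of 100 random lists of 20 genes, 4 had a camera p under 0.05. Genes drawn at random need not vary together as the genes of a marker list can. This check and the random lists matched on expression therefore do not test the correlation preset in camera for marker lists. A small camera p for such a list may overstate the evidence. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p under 0.333, so per-gene p-values rest on the spread shared across genes by edgeR.

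The test, the scaling, the low-count filter, the threshold, the gene universe, the depth, the list test and the inclusion of each library were varied one at a time. Leaving out a library leaves 1 library in that genotype, so those fits give values and no p-value. Gene ontology was not analysed here. Exon-level reads over *Satb1* were not analysed here.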

Results

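The data are gene counts from 4 RNA-seq libraries of splenic CD4+ T cells, 2 labelled WT and 2 labelled *Satb1* cKO. SATB1 is a nuclear protein that organises chromatin and regulates transcription in T cells. The comparison asks which transcripts differ between the genotypes, and whether *Foxp3* and *Pdcd1* are derepressed. *Foxp3* is the gene of the FoxP3 protein that marks Treg cells, and PD-1, a receptor that dampens T cell activation, is the product of *Pdcd1*. The total gene count was 6555699 in WT 1, 4495902 in WT 2, 5372419 in cKO 1 and 4628467 in cKO 2. Between 19068 and 19979 genes had at least 1 count in a library.

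In each library more reads fell outside annotated features than on genes. Of reads aligned to a single place, 60.8% fell outside features in WT 1 (Wilson interval 60.81 to 60.85), 62.1% in WT 2, 59.4% in cKO 1 and 64.5% in cKO 2. Mitochondrial transcripts took 2.14% and 2.40% of gene counts in the WT libraries and 2.07% and 1.69% in the cKO libraries. Across genes, which are not independent replicates, the Pearson correlation of log2 CPM was 0.988 between the WT libraries and 0.980 between the cKO libraries. Between genotypes it lay between 0.957 and 0.964. Counts of the WT libraries differed by more than sampling noise, with a chi-square per degree of freedom of 2.83, as did those of the cKO libraries, with 6.68. No pair was thus a library deposited again, and the libraries were counted as replicates because the labels name them as such.

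*Satb1* itself was examined first in every library. The gene lies on chromosome 17 from 51736187 to 51833290 on the minus strand of GRCm38. It had 5677 counts in WT 1, 4390 in WT 2, 4958 in cKO 1 and 3986 in cKO 2. Expression was 926 ± 81.5 CPM (SD, n = 2) in libraries labelled WT and 896 ± 68.9 CPM (SD, n = 2) in libraries labelled cKO. The log2 fold change was -0.05 with an SE of 0.12 and an edgeR quasi-likelihood adjusted p = 0.877, a difference smaller than the spread between replicates. The interval of the fold ran from 0.80 to 1.17. The gene-level count of *Satb1* therefore does not separate the libraries labelled cKO from those labelled WT, and every direction below follows the labels.

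**Figure D1:**
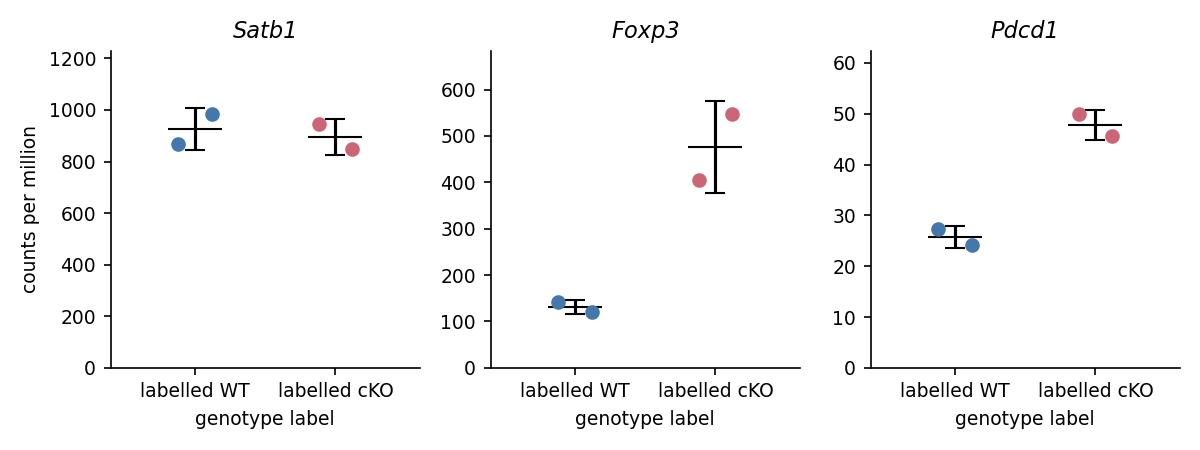
Expression in CPM of *Satb1*, *Foxp3* and *Pdcd1* in libraries labelled WT (blue) and cKO (red), with a point per library, a line at the mean and bars of 1 SD, on axes that start at 0. *Satb1* overlaps between the labels, while *Foxp3* and *Pdcd1* are higher in both cKO libraries.

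Sex-linked transcripts split exactly with the genotype labels. *Xist*, on chromosome X from 103460366 to 103483254, had 5447 and 4235 counts in the WT libraries and 9 and 6 in the cKO libraries, a log2 fold change of -9.19 with adjusted p = 1.03e-07 in the edgeR quasi-likelihood test. *Ddx3y* on chromosome Y had 0 counts in both WT libraries and 525 and 597 in the cKO libraries, at least 169-fold higher. *Eif2s3y*, *Kdm5d* and *Uty*, also on Y, were at least 136-fold, 114-fold and 45.5-fold higher in the libraries labelled cKO. No genotype had libraries of both patterns, so the sex-linked pattern and the genotype label cannot be told apart in any comparison here.

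**Figure D2:**
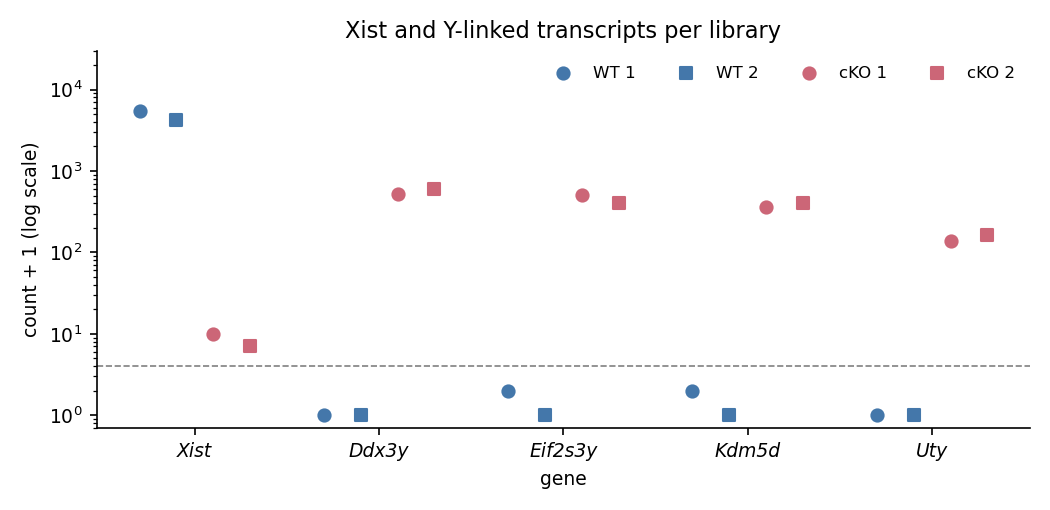
Count plus 1 on a log axis of *Xist* and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* in each of the 4 libraries, with the dashed line at the floor of 3 counts. *Xist* is high only in libraries labelled WT and the Y-linked genes are above the floor only in libraries labelled cKO.

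Of 12403 genes tested, 533 differed at an adjusted p under 0.05 in the edgeR quasi-likelihood test, which is 4.30% of those tested. Of these, 291 were higher and 242 were lower in the libraries labelled cKO. Removing the low-count filter moved the number most upward, to 1367, and an adjusted p under 0.01 moved it most downward, to 153. An absolute log2 fold change of at least 1 was seen in 286 called genes, 143 in each direction. The median log2 fold change of all tested genes was -0.0015, and the common biological coefficient of variation was 10.3%. Libraries of the genotypes did not overlap in CPM for 6235 tested genes, or 50.3%, where 33.3% is the share that chance gives for 2 against 2. All 533 called genes were among them. Of 531 called genes with a position, 29 lay on X or Y and 502 on autosomes. By annotation, 477 called genes were protein coding and 15 were antisense transcripts. The antisense calls are uncertain, since the counting is not stated to use strand.

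**Figure D3:**
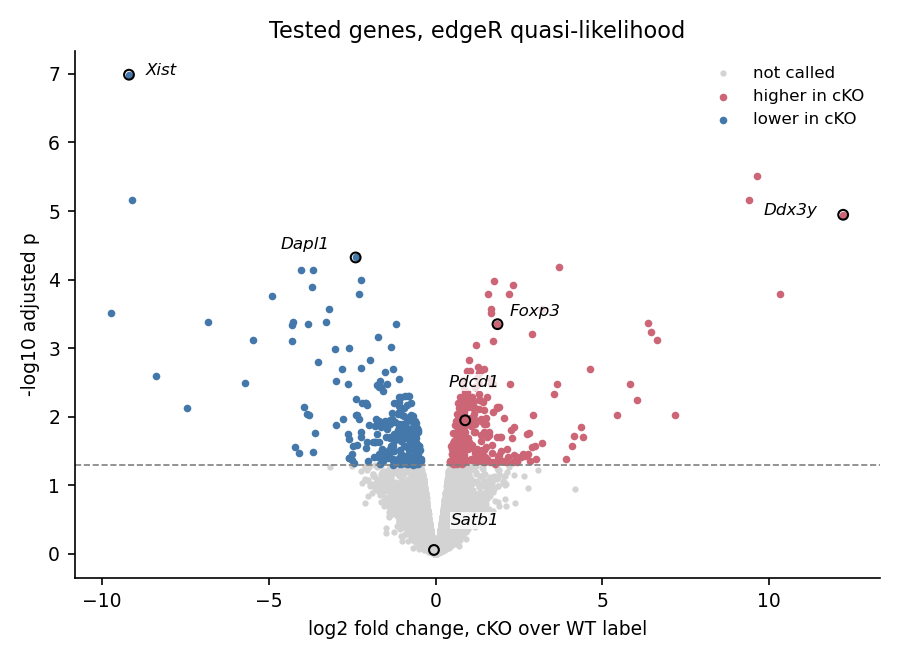
Log2 fold change of the libraries labelled cKO over those labelled WT against -log10 adjusted p for the 12403 tested genes, with called genes in red (291 higher) or blue (242 lower) and the dashed line at an adjusted p of 0.05. *Xist* has the smallest adjusted p and lies among the largest falls, *Ddx3y* is the largest rise, *Foxp3* and *Pdcd1* lie among the rises, and *Satb1* lies near 0.

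*Foxp3* (chromosome X, 7573644 to 7595245) was up-regulated from 131 ± 14.9 CPM (SD, n = 2) in libraries labelled WT to 476 ± 100.1 CPM (SD, n = 2) in libraries labelled cKO. The log2 fold change was 1.86 with an SE of 0.16 and adjusted p = 0.000447 in the edgeR quasi-likelihood test, larger than the spread between replicates. Counts were 926 and 538 in the WT libraries against 2127 and 2573 in the cKO libraries. Leaving out a library at a time moved this value most, between 1.62 and 2.05. Part of the exonic sequence of *Foxp3* overlaps *Ccdc22* on the opposite strand, and the gene is X-linked, so its value carries both limits.

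*Pdcd1* (chromosome 1, 94038305 to 94052553) was up-regulated from 25.7 ± 2.14 CPM (SD, n = 2) to 47.8 ± 2.99 CPM (SD, n = 2) in the libraries labelled cKO. The log2 fold change was 0.89 with an SE of 0.14 and adjusted p = 0.0113 in the same edgeR test. Its value lay between 0.81 and 0.99 when a library was left out.

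Of the other Treg-associated genes set by the naming rule, *Id3* rose by 0.84 on the log2 scale (edgeR adjusted p = 0.00511), *Nrp1* by 0.75 (adjusted p = 0.0203), *Cd83* by 0.97 (adjusted p = 0.0295) and *Ctla4* by 0.58 (adjusted p = 0.0390). *Il2ra*, with 0.84 and adjusted p = 0.0509, and *Ikzf4*, with 0.72 and adjusted p = 0.0722, did not pass the threshold. Both passed it under some alternatives and not under others. Over all of these the adjusted p ran from 1.13e-07 to 0.0558 for *Il2ra* and from 0.00257 to 0.146 for *Ikzf4*. *Ctla4* and *Cd83* lost their calls when libraries were thinned to the smallest total, with adjusted p from 0.00132 to 0.0568 and from 6.15e-05 to 0.0699 over their alternatives. *Nrp1* lost its call in DESeq2, where its adjusted p was 0.0607, the highest of a range that began at 0.000292. *Lef1*, with a log2 fold change of -0.32 and adjusted p = 0.315, and *Pde3b*, with 0.32 and adjusted p = 0.135, did not differ beyond the threshold in the edgeR test. *Lef1* passed it without the low-count filter, at 0.0316, the lowest adjusted p of a range that ended at 0.408. When a library was left out, *Lef1* ran between -0.58 and -0.10, *Il2ra* between 0.54 and 1.28, and *Ikzf4* between 0.46 and 0.94. *Id3* stayed between 0.82 and 0.85, and *Nrp1* between 0.74 and 0.76.

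To ask whether other Treg genes moved with *Foxp3*, the 21 genes of the Treg list were tested together. Their median log2 fold change was 0.58, with 18 genes higher and 3 lower in the libraries labelled cKO, and the limma camera adjusted p = 1.56e-05. The median lay above all of 10000 random lists matched on expression. Leaving out a library at a time moved the median most, between 0.44 and 0.65. In the rotation test fry the list did not pass the threshold, with a two-sided value of 0.0552. Adjusted over all genes, 6 of the 21 were called, 5 of them higher, and adjusted over the list alone 12 were called. The called gene that was lower, *Gm4956*, is an annotated pseudogene, so its counts are uncertain. *Cd74*, which was called higher, is also a B cell marker. The log2 fold change of *Foxp3* was above that of each of the 21 genes.

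The 6 non-Treg genes had a median log2 fold change of -0.36, with 1 gene higher and 5 lower, and the limma camera adjusted p = 0.00102. The median lay at percentile 0.04 of the random lists. Adjusted over all genes, 2 were called, *Dapl1* and *Slc16a5*. When a library was left out the median ran between -0.74 and -0.11.

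**Figure D4:**
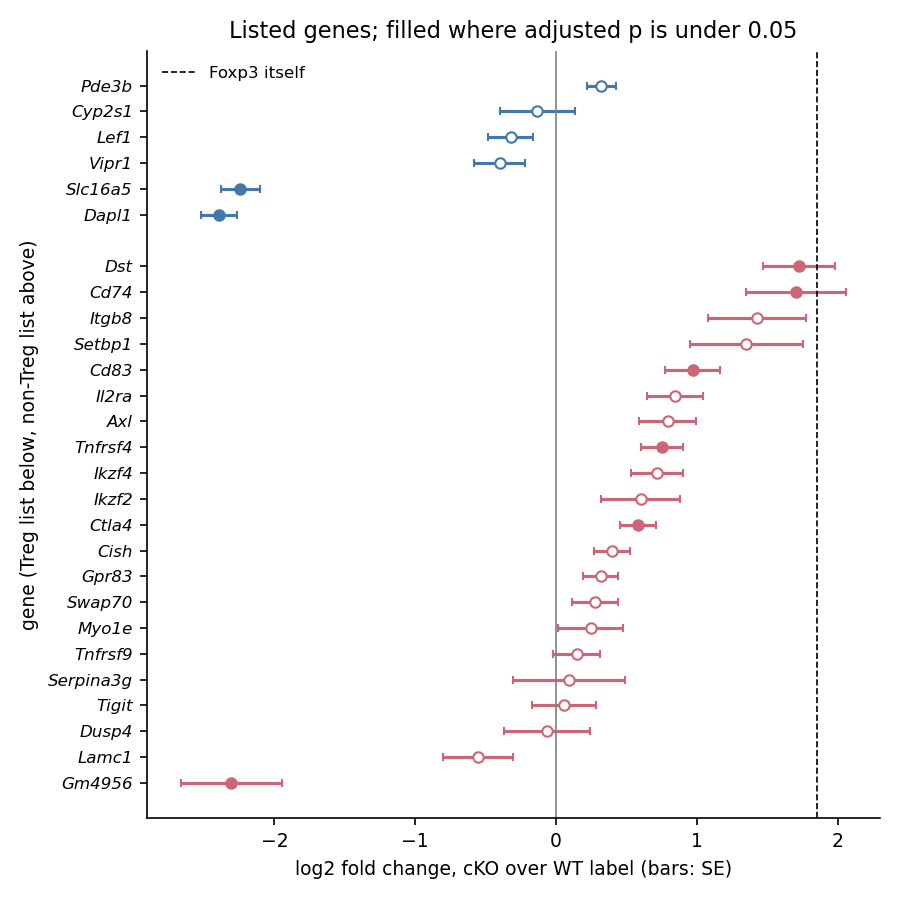
Log2 fold change with SE of each gene of the Treg list (red) and the non-Treg list (blue), filled where the edgeR adjusted p is under 0.05, with the dashed line at *Foxp3*. Of the Treg genes 18 of 21 lie above 0, and all 21 lie below *Foxp3* in this fit of all 4 libraries.

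By fitted log2 fold change, the largest rises among called genes were *Ddx3y*, *Uty*, *Eif2s3y*, *Kdm5d* and *Gm29650*, all on chromosome Y, and the autosomal gene *Greb1l*. *Greb1l* (chromosome 18, 10325177 to 10562940) had 1 and 2 counts in the WT libraries and 103 and 186 in the cKO libraries, at least 44-fold higher, with adjusted p = 0.000748. *Gm29650* was at least 5.05-fold higher. On the same scale, the largest falls were *Zfp990*, *Xist*, *Tsix*, *Gm5824*, *Gm27520* and *Ifi203-ps*. Where a genotype was at the floor only the lower bound is firm. The order of such genes, and their lead over genes not listed, is therefore uncertain. *Zfp990* (chromosome 4, 145510759 to 145539188) had 120 and 98 counts in the WT libraries and 0 in both cKO libraries, at least 30.0-fold lower, with adjusted p = 0.000308. *Ifi203-ps*, a pseudogene on chromosome 1, had 196 and 90 counts against 0 and 2, at least 37.3-fold lower. *Gm5824* was at least 11.6-fold lower. *Tsix*, at least 102-fold lower, and *Gm27520*, at least 6.23-fold lower, overlap *Xist* on the opposite strand and are uncertain for that reason.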

Values the study reported

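The study reported that approximately 200 transcripts differed in splenic CD4+ T cells upon loss of SATB1, from duplicate samples (n = 2).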

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

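The alternatives below were chosen before the data were examined, except the removal of X and Y genes, the removal of genes overlapped on the opposite strand and the Treg list without *Cd74*, which were chosen only after the sex-linked counts, the reads outside features and the B cell markers were seen.

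The number of called genes, 533 with 291 higher and 242 lower, depended strongly on the processing and ranged from 153 to 1367. The edgeR exact test called 1044 (537 higher, 507 lower) and the likelihood ratio test 1096 (564 higher, 532 lower). Without a low-count filter 1367 were called (683 higher, 684 lower). Each of these included all 533. Requiring an absolute log2 fold change of at least 1 left 286 (143 higher, 143 lower), and an adjusted p under 0.01 left 153 (83 higher, 70 lower). The cause of these shifts was not tested. DESeq2 called 425, of which 384 were shared. Between 466 and 558 genes were called with RLE factors, total counts, a filter of 1 CPM in 2 libraries, thinning, removal of sex markers and immunoglobulin genes, autosomes alone, or removal of opposite-strand overlaps. Every shared call kept its direction in these fits.

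Replicate numbers name different mice, and the deviations of same-numbered libraries correlated by 0.0642 across genes. With the replicate block, 1165 genes were called (596 higher, 569 lower), including all 533.

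*Satb1* changed sign when a library was left out, from -0.13 to 0.05 on the log2 scale across the 4 such fits, with 0.045 without WT 2 and 0.031 without cKO 2. *Foxp3* and *Pdcd1* kept their direction in every fit that gave them a value, and an adjusted p under 0.05 in those with a test. *Pdcd1*, with 0.89 and an adjusted p of 0.0113, is not among the genes left by the stricter thresholds. *Foxp3* has no value with autosomes alone or without overlapped genes, since both remove it.

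The Treg median of 0.58 was unchanged under fry but no longer passed, at 0.0552, and ran from 0.44 to 0.65 when a library was left out. The non-Treg median ran from -0.74 to -0.11. For the other named genes, 37 of 302 values changed: 3 became weaker, 14 stronger, and 20 moved by more than the spread between replicates when a library was left out. No direction reversed among them. All 533 called genes kept their direction when a library was left out, which non-overlapping libraries fix in advance and which shows no stability.

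At this depth, the simulated recovery of 1.5-fold changes was 10.2%. That simulation changed few genes and gave 24 calls, against 533 in the real libraries. Its Benjamini-Hochberg cutoff on the unadjusted p was therefore stricter, so the rate does not carry over to the real comparison. Genes with small changes may still be missed, at a share that was not measured. Thinning to 4495902 counts kept 454 of the 533 calls.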

Other observations

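The tests of clustering of large autosomal changes, of *Tsix* against *Xist* and of sex acting on autosomal genes were chosen only after the result was seen, as were the genes *Hsph1*, *Dnaja1*, *Zbtb7b*, *S100a9*, *Ltf*, *Gm26992*, *Pax5*, *Lyz2*, *Cybb*, *Il7r*, *Ccr7*, *H2-Aa*, *Cd79b*, *Apobec2*, *Unc5cl*, *Gm11110*, *C3*, *Trip10*, *Ifi204*, *Ifi211*, *Ccdc102a* and *Adgrg5* named below and the cutoffs used for overlapping genes. The same holds for *Cd22*, *Gzmb*, *Gzmk* and *Prf1*.

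The number of genes called was 533. That is higher than the value quoted from the study above. At an adjusted p under 0.05 with no fold cutoff, every fit with a test called more genes than that value. These fits ran from 425 in DESeq2 to 1367 without the low-count filter. The gap changed direction only at a stricter adjusted p. The methods of the study name edgeR but not which of its tests was used. An adjusted p under 0.01 left 153 genes, which is lower, and an absolute log2 fold change of at least 1 left 286, which is higher.

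The libraries labelled WT and cKO may come from mice of different sex. If so, Y-linked genes should be above the floor in both cKO libraries and in no WT library, and 4 of 4 were. *Xist* went the same way, with 5447 and 4235 counts in the WT libraries and 9 and 6 in the cKO libraries. The counts thus favour this explanation. For autosomal genes the question cannot be settled, because 0 genotypes had libraries of both sex-linked patterns. Sex of the mice acting on autosomal genes therefore cannot be told apart from the effect of the genotype. Sex chromosome genes themselves were not most of the calls: 5.46% of called genes with a position lay on X or Y. Their odds of being called were nevertheless higher, with an odds ratio of 1.88 (Fisher's exact p = 0.00283). Those calls include *Xist* and the Y-linked genes that define the sex-linked split, so the excess partly restates it. The odds were not tested without these genes.

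No fall of *Satb1* was detectable in the libraries labelled cKO at this depth and number of libraries, and the lower bound of the fold, 0.80, leaves room for a modest fall. A candidate explanation is that Cre recombinase removes a few exons and leaves most *Satb1* exons countable, but gene-level counts cannot separate this from libraries with an intact gene. A swap of labels was not tested, and the counts of *Satb1* give no information on it.

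Several technical explanations for the called genes were tested. A strain-derived segment around *Satb1* would raise the share of calls within 10 Mb, where 7 of 131 tested genes were called, an odds ratio of 1.26 (Fisher's exact p = 0.513). The count takes no account of direction or spacing. *Apobec2* and *Unc5cl* (17, 48419231 to 48539714) both fell, and *Gm11110*, *C3* and *Trip10* (17, 57091370 to 57263665) all rose, so a smaller segment at either place is not excluded. Log2 fold change followed GC content with a Spearman rho of 0.00347 and exonic length with 0.134 across genes, both under the limit of 0.2 set for an effect, and 98.4% of tested genes had these values. Within the called genes rho was -0.080 for GC content and 0.149 for length. Higher calls were longer, with a median exonic length of 5177 bases against 3984 for lower calls and 4125 for all tested genes, so a small part for length is not excluded. Thinning to equal depth kept 85.2% of the calls. Of the 3 splits of the 4 libraries into pairs, 1 gave as many calls, the labelled one. The other splits gave 0 calls each, with 155 and 80 genes at an unadjusted p under 0.05. With 3 splits that share cannot fall under 33.3%, so it does not exclude an accident of grouping. The split that joins WT 1 with cKO 1 parts no same-numbered libraries, unlike the other splits.

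RNA from other cells could contribute to the calls. The B cell list gave a camera p of 5.19e-05 and a median log2 fold change of 1.72, and the myeloid list 0.000124 and 1.23. Of the tested genes 7 of 7 and 8 of 9 were higher, and both medians lay above all random lists. The B cell signal lay mostly in cKO 1: *Pax5* had 53 counts there and 15 in cKO 2, *H2-Aa* 141 and 39, and *Cd74* 603 and 220. *Cd79b*, at 4.89 CPM in cKO 2, was below both WT libraries (5.66 and 6.05 CPM). *Cd22* went the other way. It was raised in both, at 9.15 CPM in cKO 1 and 10.6 in cKO 2 against 4.59 and 3.81 in the WT libraries. *Pax5*, *Cd74*, *Lyz2*, *Cybb* and *S100a9* were called. By the rule set beforehand both lists count in favour of B cell RNA and myeloid cell RNA as contributors. Only 43.8% and 69.2% of the listed genes were expressed enough to test, and the rotation test fry gave 0.168 and 0.108. The neutrophil genes *S100a9* (0 and 1 counts against 51 and 24) and *Ltf* (0 and 1 against 36 and 29) were higher in both libraries labelled cKO. No list of cytotoxic genes was tested. The paper counts *Gzmb*, *Gzmk* and *Prf1* among core cytotoxic mediators, and all were called lower in the libraries labelled cKO. Counts were 409 and 242 against 16 and 28 for *Gzmb*, and 80 and 51 against 20 and 15 for *Gzmk*. *Prf1* had 402 and 264 against 179 and 107. Whether other cells or the CD4+ T cells gave these counts was not tested. A different share of naive T cells is consistent with the naive list, which shifted with a camera p of 0.00404 and a median of -0.16, with 10 of 12 genes lower. Of its 3 called genes, *Dapl1* (-2.39) and *Ccr7* (-0.62) were lower and *Il7r* (1.04) was higher. In fry the list gave 0.113, and its median lay at percentile 6.87 of the random lists. *Dapl1* and *Lef1* are also in the non-Treg list. The activated or memory T cell list did not shift as a whole (camera p of 0.721), while 7 of its 20 tested genes were called in both directions.

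The rise of *Foxp3* could reflect a larger share of ordinary Treg cells in the libraries labelled cKO. The rule set beforehand counted a Treg list median under 0.8 of the *Foxp3* change against this, and the ratio was 0.313. Listed genes that other T cells also express would rise less than *Foxp3* under a change of share. How far they are expressed there was not tested, so the ratio does not exclude such a change. The paper, which also used flow cytometry and sorted populations, ascribes the bulk differences largely to nonfunctional FoxP3+ cells. Counts of unseparated cells do not tell such cells from ordinary Treg cells. It reports no significant difference in this comparison for other Treg signature genes. Of the signature markers it names, *Cd83* and *Nrp1* were called in the main fit here and *Il2ra* was not.

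*Hsph1* and *Dnaja1* rose by 1.74 and 1.01 on the log2 scale in the libraries labelled cKO. A heat shock or handling response is a candidate explanation: the 16 other heat shock genes tested shifted with a camera p of 8.02e-11, a median of 0.63 and 15 of 16 higher, and fry gave 0.0112. Immediate early genes, which a tissue dissociation response would raise, did not shift as a list (camera p of 0.140). Whether heat shock genes follow the genotype, the sex or the handling of the mice was not separable.

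*Zbtb7b* rose by 0.66 with an edgeR adjusted p = 0.0117. Extra copies of its wider region carried with a Thpok-cre transgene would also raise its neighbours. The median log2 fold change of the 22 tested genes within 200 kb was -0.0028, and their values ran from -0.92 to 1.13. Of these genes 0 were called, with 2 at an unadjusted p under 0.05. No shared rise was seen, but a shorter copied segment with few or none of these neighbours is not excluded.

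More reads fell outside features than on genes, which may come from strand-specific counting of reads that carry no strand. Genes whose exons lie at least 80% within a gene on the opposite strand would then have about the read density of that gene. The median density ratio was 1.01 over 431 pairs with no cutoff on reads or length. The cutoffs were not fixed beforehand, so 16 combinations were run after a first one had given 1.17 over 27 pairs, and the median lay between 1.01 and 1.28 in all 16. The ratio varied widely between pairs, from 0.0213 to 2.38 between the quartiles with no cutoff, and 100 pairs had no reads on the overlapped gene.

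*Tsix* fell with *Xist* and stood at 7.62% and 7.77% of the *Xist* count in the WT libraries, a mean of 7.69%, with 1 and 0 counts in the cKO libraries. This is consistent with opposite-strand reads of *Xist*, but a real *Tsix* transcript cannot be excluded. The overlapped genes within *Xist* differ: *Gm27520* had 45 reads and a density ratio of 1.03, and *Gm26992* had 0 reads.

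Of autosomal called genes, 41 had an absolute log2 fold change of at least 3, 18 higher and 23 lower. Both WT libraries were at the floor for 10 of them and both cKO libraries for 11. Strain-derived segments that differ between the mice could produce neighbouring changes of this kind. Another such gene lay within 5 Mb of 11 of the 41, against a median of 8 in 10000 random draws (permutation p = 0.291), so this count showed no excess. It takes no account of direction or of closer spacing. *Ifi204*, *Ifi203-ps* and *Ifi211* lie on chromosome 1 from 173747293 to 173913046 and all fell, as did *Ccdc102a* and *Adgrg5* on chromosome 8 from 94902869 to 94943280. Since these were picked after their values were seen, no test was made of them, and a local segment at either place is not excluded.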
